# Targeting Acid Ceramidase Inhibits Glioblastoma Cell Migration through Decreased AKT Signaling

**DOI:** 10.3390/cells11121873

**Published:** 2022-06-09

**Authors:** Cyntanna C. Hawkins, Amber B. Jones, Emily R. Gordon, Sarah E. Williford, Yuvika Harsh, Julia K. Ziebro, Catherine J. Landis, Sajina Gc, David K. Crossman, Sara J. Cooper, Sasanka Ramanadham, Ninh Doan, Anita B. Hjelmeland

**Keywords:** glioblastoma, acid ceramidase, migration, ceramides, AKT

## Abstract

Glioblastoma (GBM) remains one of the most aggressive cancers, partially due to its ability to migrate into the surrounding brain. The sphingolipid balance, or the balance between ceramides and sphingosine-1-phosphate, contributes to the ability of GBM cells to migrate or invade. Of the ceramidases which hydrolyze ceramides, acid ceramidase (ASAH1) is highly expressed in GBM samples compared to non-tumor brain. ASAH1 expression also correlates with genes associated with migration and focal adhesion. To understand the role of ASAH1 in GBM migration, we utilized shRNA knockdown and observed decreased migration that did not depend upon changes in growth. Next, we inhibited ASAH1 using carmofur, a clinically utilized small molecule inhibitor. Inhibition of ASAH1 by carmofur blocks in vitro migration of U251 (GBM cell line) and GBM cells derived from patient-derived xenografts (PDXs). RNA-sequencing suggested roles for carmofur in MAPK and AKT signaling. We found that carmofur treatment decreases phosphorylation of AKT, but not of MAPK. The decrease in AKT phosphorylation was confirmed by shRNA knockdown of ASAH1. Our findings substantiate ASAH1 inhibition using carmofur as a potential clinically relevant treatment to advance GBM therapeutics, particularly due to its impact on migration.

## 1. Introduction

Dysregulated sphingolipid metabolism is a common feature of glioblastoma (GBM), the most common primary malignant brain tumor with a median survival of only 14–16 months [1,2]. Despite maximal safe surgical resection, radiotherapy, or chemotherapy with temozolomide (TMZ), GBM almost always recurs, contributing to the dismal prognosis [3]. Recent work demonstrated that after radiotherapy, GBM patients have elevated levels of acid ceramidase (ASAH1) protein. The ASAH1 belongs to a family of ceramidases that are involved in sphingolipid metabolism [4]. Specifically, they hydrolyze pro-apoptotic ceramides to sphingosine, which can be phosphorylated by sphingosine kinases to produce sphingosine-1-phosphate (S1P). S1P plays a critical role in cell evasion of apoptosis [5]. Contributing to the highly invasive characteristics of GBM, S1P has been shown to increase migration of GBM cell lines when added to migration assays in culture [6]. Importantly, TCGA heatmap analysis suggests that *ASAH1* is the only ceramidase that is expressed highly in the GBM tumor, as compared to non-tumor brain [7].

Inhibitors of acid ceramidase have shown promise in vitro by inducing apoptosis and increasing ceramides [8,9]. Some ASAH1 inhibitors, including ARN14988, N-oleoylethanolamine, and carmofur, have been shown to decrease the growth of GBM cell lines and cells isolated from GBM patient-derived xenografts (PDX) [8]. These studies emphasize the role of ASAH1 on GBM cell survival, yet, none of the *ASAH1* inhibitors have reached clinical trials for GBM. Since the blood-brain barrier would likely limit success of many of the currently established inhibitors of ASAH1, we chose to focus on carmofur as it is known to cross the blood–brain barrier and has been used clinically in Japan to treat colorectal cancer since the 1980s [9,10,11,12]. Carmofur, a derivative of 5-fluorouracil (5-FU), covalently binds to the active site of ASAH1 to inhibit its function [13]. In contrast to 5-FU, which did not alter ASAH1 activity or levels of ceramides, in vitro studies in adenocarcinoma cell lines showed that carmofur increased ceramides, specifically C14:0, C16:0, and C18:0 [9]. The C18:0 ceramide, produced by ceramide synthase 1, is the most abundant ceramide in the brain and is decreased in GBM patient samples compared to non-tumor brain [1,14]. C18:0 leads to the dephosphorylation of many oncogenic proteins such as AKT and ERK by activating protein phosphatase-1 (PP1A) and protein phosphatase-2A (PP2A) [15]. In GBM, ASAH1 expression is associated with CD133^+^ GBM cells, a population of stem-like GBM cells which are highly invasive [8,16] and particularly sensitive to AKT inhibition leading to decreased growth and migration [17].

Shifting the balance from S1P to ceramides via ASAH1 inhibition could serve as a mechanism to overcome GBM cell migration. Though an ability of ASAH1 inhibition in blocking invasion of melanoma cells has been demonstrated [18], the effects on GBM cell migration of genetic targeting or pharmacologic inhibition of ASAH1 with carmofur have not been determined. Here, we established a novel role for carmofur in the inhibition of GBM cell migration and identified loss of AKT phosphorylation as a mechanism for this phenotype.

## 2. Materials and Methods

### 2.1. Cell Lines

The patient-derived xenografts (PDXs) D456 and JX22 were gifts from Dr. Darrel Bigner (Duke University) and Dr. Jann Sarkaria (Mayo Clinic; https://www.mayo.edu/research/labs/translational-neuro-oncology/mayo-clinic-brain-tumor-patient-derived-xenograft-national-resource/pdx-characteristics/pdx-phenotype) (accessed on 25 February 2021), respectively. GBM PDX were propagated as subcutaneous xenografts in Balbc nu/nu mice initiated from minced PDX tissue or cells, in accordance with the guidelines established by UAB Institutional Animal Care and Use Committee. Once xenografts were approximately 10 mm in diameter, xenografts were dissociated as we and others have previously described using a Papain Dissociation System (Worthington Biochemical Corporation, Lakewood, NJ, USA) [16,17,19]. Isolated cells were maintained in culture for a maximum of 10 passages to preserve their molecular features [20,21]. The U251 cell line was obtained from Dr. Corinne Griguer (University of Iowa, previously at UAB).

### 2.2. Culture of Cell Lines and Patient-Derived Xenografts

All cells isolated from GBM PDX and cell lines were cultured in the absence of serum, under conditions which more faithfully recapitulate the molecular and cellular heterogeneity of GBM patients [22,23]. Media consist of DMEM/F12 (Life Technologies, Carlsbad, CA, USA, cat# 21041-025) supplemented with Gem21 Neuroplex without vitamin A (Gemini Bioproducts, West Sacramento, CA, USA, cat# 400-161), 100 U/mL penicillin and 100 µg/mL streptomycin (Gibco, Waltham, MA, USA, cat# 15-140-122), 1% sodium pyruvate (Gibco, Waltham, MA, USA, cat# 11360070), and 10 ng/mL of epidermal growth factor and fibroblast growth factor (Gemini Bioproducts, West Sacramento, CA, USA, cat# 300-110P and 300-112P). Where indicated for short-term experiments requiring monolayer of cells or in which phosphorylation was stimulated, FBS media consisted of DMEM/F12 with 10% FBS (Peak Serum, Wellington, CO, USA, cat# PS-FB2), 100 U/mL penicillin and 100 µg/mL, and 1% sodium pyruvate. Propagation of CSC293T cells for generation of lentivirus was conducted as we described [24].

### 2.3. Accession and Analysis of Publicly Available Datasets

The Cancer Genome Atlas (TCGA) and Gravandeel datasets were accessed using the GlioVis portal (http://gliovis.bioinfo.cnio.es) (accessed on 25 February 2021) [8]. Histology graphs were compared using either independent t-test or one-way ANOVA followed by Dunnett’s multiple comparisons test, where applicable. Survival was analyzed using Kaplan–Meier survival curves followed by log-rank test. Optimal cutoff was used in GlioVis to determine high and low expression of the relevant genes unless otherwise stated. Gene correlations >0.3 and <−0.3 to *ASAH1* were also downloaded from GlioVis and uploaded to WebGestalt (http://www.webgestalt.org) (accessed on 12 August 2021) [25] for gene set enrichment analysis (GSEA) compared to WikiPathway Cancer with a minimum of 10 genes per pathway and weighted set cover to reduce redundancy of pathways.

### 2.4. Generation of Knockdown Cell Lines

Knockdown cells were generated by lentiviral infection using a non-targeting control for the PLKO.1 vector (Millipore Sigma, St. Louis, MO, USA, cat# SHC001) or Precision LentiORF positive control (Horizon Discovery, Cambridge, UK, cat# OHS5832) as a fluorescent positive control for infection and two different ASAH1-directed shRNA constructs (Millipore Sigma, St. Louis, MO, USA, cat# TRCN0000235585 and TRCN0000219048). Constructs were transfected into CSC293T cells using Fugene HD (Promega, Madison, WI, USA, cat# PRE2312). After 48, 72, and 96 h, virus was collected for infection. Viral RNA was isolated using NucleoSpin RNA (Takara Bio, San Jose, CA, USA, cat# 740956.50) and titered using the Lenti-X™ qRT-PCR Titration Kit (Takara Bio, San Jose, CA, USA, cat# OHS6085). To infect GBM cells, a multiplicity of infection of 10 was used. For migration assays, infected GBM cells were growth factor-deprived 24 h after infection. GBM cells were collected and plated for experiments 48 h after infection. For each infection, RNA was collected at the time of plating for the experiment to confirm knockdown.

### 2.5. RNA Isolation and Quantitative Real-Time PCR

RNA was isolated using the Qiagen RNA isolation kit (Germantown, MD, USA, cat# 74106) according to the manufacturer’s protocol. cDNA was generated from RNA using the iScript cDNA synthesis reaction (BioRad, Hercules, CA, USA, cat# 170-8891). SsoAdvanced Universal SYBR Green Supermix (BioRad, Hercules, CA, USA, cat# 172-5274) was used for RT-qPCR. Additional controls included “no template” and “no reverse transcriptase” groups for each primer tested. Delta CT values were determined with normalization to β-actin values. Human *ASAH1* primer (qHsaCID0014767) was purchased from BioRad (Hercules, CA, USA) and is known to be intron-spanning based on their validation. Primers for human *β-ACTIN* were bought from IDT (Coralville, IA, USA) with sequences as follows: *β-ACTIN* FWD: AGA AAA TCT GGC ACC ACA CC; *β-ACTIN* REV: AGA GGC GTA CAG GGA TAG CA.

### 2.6. Cell Growth Assays

Cells were plated at a density of 1000–5000 cells per well of a 96-well plate and allowed to recover overnight. ASAH1 inhibitors, carmofur (Selleckchem, Houston, TX, USA, cat# S1289), B13 (Cayman Chemical, Ann Arbor, MI, USA, cat# 10006305), or N-oleoylethanolamide (Cayman Chemical, Ann Arbor, MI, USA, cat# 90265) were added at concentrations between 5 µM and 100 µM as indicated in figure legends. After the indicated times, Cell Titer Glo Assay was completed as directed by the manufacturer (Promega, Madison, WI, USA).

### 2.7. Scratch Assays

Cells were plated at a density of 100,000 cells per well of a 24-well plate in FBS media to allow cells to adhere. After cells proliferated to form a confluent monolayer, they were serum-starved overnight in the presence of vehicle (DMSO), carmofur, or B13 at the indicated concentrations. The following day, a scratch was made in the shape of an ‘X’ using a P1000 pipet tip with fresh FBS media and vehicle, B13, or carmofur. The scratch was imaged in the same location at the indicated times. At the conclusion of the scratch assay, cells were fixed in 10% formalin and stained with 0.5% crystal violet. Image centers of 24 h 20×images were quantified using particle analysis in ImageJ and normalized to 0 h images before normalizing to vehicle for quantification.

### 2.8. Boyden Chamber Assays

Cells were growth factor-deprived overnight in the presence of carmofur, as indicated in figure legends. Cells were then counted and seeded at a density of 50,000 cells per 250 µL in the upper chamber of the Boyden chamber (Corning, Corning, NY, USA cat# 353097) with 8 µm pores. At time of plating, fresh carmofur was added with the cells in the upper chamber. The lower chamber contained the media with chemoattractant: 10% FBS media or DMEM/F12 supplemented with Gem21 Neuroplex without vitamin A, 1% penicillin/streptomycin, 1% sodium pyruvate, 20 ng/mL of epidermal growth factor and fibroblast growth factor (2× EFG/FGF), and 2% FBS. After 4–8 h, cells that migrated through to the underside of the membrane were fixed in 10% formalin, stained with 0.5% crystal violet, and quantified using the cell count function of the Pico Imagepress (Molecular Devices, San Jose, CA, USA) or Particle analysis in ImageJ.

### 2.9. RNA-Sequencing Analysis

RNA from cell pellets was extracted using Norgen Total RNA following the manufacturer’s protocol (Thorold, ON, USA, cat# 37500, 25710). RNA quality was verified with the Agilent BioAnalyzer RNA Nano 600 kit (Santa Clara, CA, USA, cat# 5067-1512) with the RIN range between 9–10. RNA-sequencing libraries were made using Lexogen QuantSeq 3’ mRNA-Seq Library Prep Kit FWD for Illumina kit (Vienna, Austria, cat# 015.24) with 250 ng of RNA input. They were pooled and sequenced on an Illumina NextSeq 500 instrument with 75 bp single end reads. Read counts averaged 11.2 million reads and average Q30% was 94.28. Lexogen’s BlueBee integrated QuantSeq data analyses pipeline was used for trimming, mapping, and alignment, and DESeq2 implemented in R was used for determination of differential expression [26]. All differentially expressed genes with a base mean > 5, log_2_ fold change of < −0.5 or > 0.5, and *p* value < 0.2 (unadjusted) were analyzed using WebGestalt (http://www.webgestalt.org) (accessed on 4 December 2021) [25] for gene set enrichment analysis and Qiagen Ingenuity Pathway Analysis (https://digitalinsights.qiagen.com/IPA) (accessed on 18 February 2022) [27]. Data for RNA-sequencing analysis can be found on the Gene Expression Omnibus with the accession number GSE179087.

### 2.10. Lysate Preparation and Immunoblot Analysis

For phosphorylation analysis, cells were plated at a density of 1 × 10^6^ cells per 100 mm plate in FBS media. The following day, cells were serum-starved in the presence of 5 µM carmofur for 16 h. After serum starvation, cells were pre-treated with a final concentration of 10% FBS for 15 min followed by carmofur treatment for 45 min. For ASAH1 KD phosphorylation analysis, cells were transduced 48 h prior to being serum-starved followed by a 1 h stimulation with 10% FBS. Then, cells were washed with PBS (ThermoFisher Scientific, Waltham, MA, USA, cat# 10010049) and lysed directly with RIPA Lysis and Extraction Buffer (ThermoFisher, Waltham, MA, USA, cat# 89901) plus Halt protease and phosphatase inhibitors (Invitrogen, Waltham, MA, USA, cat# 78440). Lysate was passaged through a 28G needle and spun down at 15,000 rpm for 15 min before quantification using the BCA protein assay (Fisher Scientific, Waltham, MA, USA, cat# 23227). Samples were prepared in Pierce Lane Marker Reducing 5× Sample Buffer (ThermoFisher, Waltham, MA, USA, cat# 39000) with 60 µg of protein. Gel electrophoresis used Novex Wedge Well 4–20% Tris-Glycine gels (Invitrogen, Waltham, MA, USA, cat# xp04200Box) followed by transfer to PVDF membranes (Fisher Scientific, Waltham, MA, USA, cat# SLHV033RS). Blocking was achieved using protein-free T20 (TBS) blocking buffer (Thermo Scientific, Waltham, MA, USA, cat#37571) for 1 h at room temperature. Primary antibodies were incubated overnight at 4 °C followed by incubation of secondary antibodies at room temperature for 1 h with IRDye 680CW goat anti-mouse IgG or IRDye 800CW goat anti-rabbit IgG (LI-COR Biosciences, Lincoln, NE, USA, cat# 926-68070 and 926-32211). The following primary antibodies were used for immunoblotting: Phospho-AKT (Ser473, Cell Signaling, Danvers, MA, USA, cat# 9271), total AKT (Cell Signaling, Danver, MA, USA, cat# 9272), phospho-ERK 1/2 (Thr202/Tyr204, Thr185/Tyr187, Millipore Sigma, St. Louis, MO, USA, cat # 05-797R), total ERK 1/2 (Cell Signaling, Danvers, MA, USA, cat# 9102), phospho-FAK (Tyr397, Cell Signaling, Danvers, MA, USA, cat #3283) ASAH1 (Origene, Rockville, MD, USA, cat# AM31723PU-N) and β-Actin loading control antibody (Invitrogen, Waltham, MA, USA, cat# MA5-15739). Blots were imaged using an Odyssey infrared imaging system (LI-COR Biosciences, Lincoln, NE, USA). Densitometry values for each protein were determined using Image Studio Lite v5.2 software (LI-COR Biosciences, Lincoln, NE, USA).

### 2.11. Statistical Analysis

All experiments were completed in biological triplicates with a minimum of three technical replicates per experiment. Analyses of data were completed using Prism v9 (Graphpad Software, San Diego, CA, USA) with relevant tests listed in the figure legends.

## 3. Results

### 3.1. ASAH1 Expression Correlated with Worse Survival in GBM Patients

To understand the expression pattern of *ASAH1* in GBM as compared to non-tumor brain, we evaluated *ASAH1* gene expression in three different publicaly available patient mRNA datasets. *ASAH1* levels were significantly higher in GBM tissue compared to non-tumor brain in Gravandeel and TCGA GBM Agilent-4502A (Figure 1A,B) and similarly trended higher in TCGA GBM HG-U133A (*p* = 0.0516) (Figure 1C). Next, we assessed *ASAH1* mRNA among three major GBM subtypes. Proneural, mesenchymal, and classical GBM subtypes are known to involve differences in PDGFRA amplification, NF1 loss, and EGFR amplification, respectively [28]. While the mesenchymal subtype, which is known for its highly invasive and migratory phenotype [29], had significantly higher *ASAH1* mRNA in the TCGA GBM Agilent-4502A dataset (Figure 1E), consistently signficant difference in *ASAH1* mRNA levels were not detected across subtypes among the datasets (Figure 1D,F). Lastly, we assessed survival of IDH1-wildtype GBM patients based on *ASAH1* expression. IDH1-wildtype status is required for GBM designation [30], and we selected these samples for the initial analysis to ensure any survival differences were not due to associations with glioma grade or IDH status. High *ASAH1* mRNA correlated with a shorter median survival in all three databases for IDH1-wildtype GBM patients (Figure 1G–I). Elevated *ASAH1* mRNA was also significantly associated with worse survival for all glioma patients (GBM and low-grade gliomas) (Supplementary Figure S1A). In contrast, there was no signficant correlation of elevated expression of other ceremidases (*ASAH2*, *ACER2*, *ACER3*) with poor glioma patient outcomes (Supplementary Figure S1B–D).

### 3.2. ASAH1 Expression Correlated with Genes in the Focal Adhesion-PI3K-AKT-mTOR Pathway

We next sought to identify pathways and phenotypes associated with *ASAH1* expression in GBM patients. We performed gene set enrichment analysis (GSEA) using WebGestalt, a web-based gene set analysis toolkit [25], to identify pathways that have a high degree of positive (>0.3) or negative (<−0.3) correlation with *ASAH1*. This analysis was performed using the same publicly available datasets as in Figure 1. The focal adhesion-PI3K-Akt-mTOR-signaling pathway positively correlated with *ASAH1* in the Gravandeel dataset (Figure 2A) and had a positive normalized enrichment score in both TCGA GBM HG-U133A (Figure 2B) and TCGA GBM Agilent-4502A (Figure 2C). This signaling pathway was the only pathway which appeared in all three GSEA of the datasets, although we only observed a statistically significant enrichment with low false discovery rate in the Gravandeel dataset (Table 1). Furthermore, *ASAH1* expression positively correlated with an increase in chemokine signaling in two of the datasets which further emphasizes the utility of this analysis: S1P is a known chemokine for immune populations such as macrophages and T cells [31,32] (Supplementary Figure S2). In view of the association of *ASAH1* expression with the focal adhesion-PI3K-AKT-mTOR pathway and the known link between ceremide levels and AKT signaling [33,34], we focused on the potential biological role of *ASAH1* in GBM cell migration.

### 3.3. ASAH1 Knockdown Decreased Migration of GBM Cells Derived from PDXs

To determine the effect of ASAH1 on GBM cell migration, we utilized ASAH1-targeted shRNA and analyzed migration in Boyden chamber assays (Figure 3A) using D456 GBM cells isolated from the patient-derived xenograft (PDX). The D456 cells represent the proneural subtype of GBM, and we previously demonstrated their invasive properties [35]. *ASAH1* mRNA was significantly decreased when cells were transduced with lentivirus expressing ASAH1-directed shRNA (Figure 3B). Cells were allowed to migrate toward 10% FBS as a chemoattractant similar to previous reports for Boyden chamber assays [36,37,38,39,40]. Representative images of Boyden chamber inserts show less cell migration (stained in purple) when ASAH1 was knocked down (Figure 3C). Quantification of migration, reflected by crystal violet-stained cells, demonstrated significantly decreased migration compared to the non-targeting control (Figure 3D). To differentiate between growth and migration, cells were plated and received the same treatment as cells added to Boyden chamber assays for growth assays. As quantified by Cell Titer Glo, we observed a decrease in growth with the ASAH1 knockdown (Figure 3E). However, when migration was normalized to growth, there was a significant effect on migration (Figure 3F). ASAH1 was knocked down using a second ASAH1-targeted shRNA, but cell viability was greatly reduced with this construct, so we did not continue with the migration analysis (Supplementary Figure S3). Together, these data indicate that the genetic inhibition of ASAH1 decreases migration independent of growth.

### 3.4. Carmofur Decreased Migration of GBM Cells

After confirming the link between ASAH1 expression and GBM migration, we identified commonly used inhibitors (carmofur, B13, and N-oleoylethanolamide) of ASAH1 and sought to determine the optimal concentration at which these inhibitors induce cell death in each cell line. We evaluated growth at seven days in the absence or presence of the three inhibitors in a standard cell line (U251) and/or cells derived from GBM PDXs (JX22 and D456) (Supplementary Figure S4). Of the three inhibitors, only carmofur and B13 significantly decreased growth at seven days. Guided by these findings, we next evaluated the effects of carmofur on migration. Carmofur was chosen as it is known to cross the blood–brain barrier and has been clinically used to treat other malignancies [11,41]. Using the IC_50_ values defined in the growth assays at 7 days, we assessed migration at earlier timepoints where growth was not affected. While carmofur is a derivative of 5-FU, a thymidylate synthase inhibitor, the concentration at which we treated the GBM cells is 100× less than the IC_50_ for thymidylate synthase inhibition [9]. Migration was assessed by scratch assays using the U251 GBM cells, as they grow in adherent monolayers in the presence of FBS even for short periods of time. Within 24 h, significant decreases in migration were evident with carmofur inhibition as shown in representative images (Figure 4A). Changes in migration were quantified by counting cells in the scratch after 24 h, with the scratch area being defined at time 0 (lines outlining area shown in red) (Figure 4B). Growth was unchanged in matching growth analysis performed with Cell Titer Glo assays (Figure 4C). As with the ASAH1 KD, the normalization of migration to growth showed migration effects of carmofur that did not depend on changes in growth (Figure 4D). We further confirmed this phenotype with a second ASAH1 inhibitor, B13 [42], which significantly decreased migration when normalized for growth (Supplementary Figure S5). While ASAH1 expression has been associated with the CD133^+^ stem-like population of GBM [8], we saw no changes in ASAH1 protein expression after 48 h of culture in FBS which is the maximum amount of time GBM cells were exposed to FBS in any experiment (Supplementary Figure S6).

### 3.5. Carmofur Decreased Migration of PDX-Derived GBM Cells

After confirmation of migratory effects in a GBM cell line, we sought to confirm the effect of carmofur on cells isolated from the GBM PDX, JX22. Unlike the experiments shown in Figure 4, the JX22s were not cultured in FBS to maintain stemness during the time of the assay, and the chemoattractant was 2× EGF/FGF and 2% FBS media [17]. Additionally, the JX22 cells represent the mesenchymal GBM subtype which is known for its highly invasive and migratory phenotype [35,43]. As with shRNA knockdown of *ASAH1*, chemical inhibition of ASAH1 with carmofur blocked migration of GBM PDX-derived cells in Boyden chamber assays as shown by decreased purple staining in the carmofur-treated group (Figure 5A). Quantification of cells on Boyden chamber inserts revealed significantly decreased migration with the carmofur treatment (Figure 5B). We also analyzed invasion but did not see any significant decrease with the carmofur treatment (Supplementary Figure S7). Therefore, we concluded that ASAH1 inhibition decreased general cell motility not specific to invasion. Importantly, carmofur did not alter cell growth during the timeframe of the Boyden chamber assay (Figure 5C), and migration normalized to growth was significantly decreased (Figure 5D). Taken together, the observations presented in Figure 4 and Figure 5 suggest that carmofur decreases migration independent of growth effects in two separate GBM cell types and migration assays.

### 3.6. Pharmacologic Inhibition of ASAH1 Decreased Migration-Related Pathways

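RNA was collected from U251 cells, an established human glioblastoma line, that had been treated with carmofur, a small molecule that inhibits acid ceramidase, or with DMSO as the vehicle control. The dose was 5 µM. The paper places carmofur in the 16 h of serum starvation and again in the final 24 h with 10% FBS (Figure 6), which makes 40 h in total, whereas the sample labels place it only in the final 24 h. Libraries were prepared with QuantSeq, which primes on the poly(A) tail and reads the 3′ end of each transcript, so that counts do not scale with transcript length. Single-end reads of 75 bases were trimmed and mapped by the authors with Lexogen's BlueBee pipeline. The deposited values are whole-number read counts for 60107 Ensembl gene identifiers, without normalization, and the paper's text names neither the genome build nor the annotation release.
The labels give 12 libraries, 3 vehicle and 3 carmofur libraries in each of 2 lines called U251P and U251T, while the paper names U251 alone (n = 3). The lines were told apart by the genes that the paper prints for this experiment. In U251P, 14 of the 14 genes of Table 2 and 14 of the 14 further genes labeled in Figure 6A that matched a symbol met the paper's criteria, and the labeled genes changed in the plotted direction. In U251T, 2 of the 14 genes of Table 2 and 3 of the 14 labeled genes met them, and 6 labeled genes had no counts in any library. The values beside the paper's claims are therefore those of the 6 U251P libraries, and U251T is described after the article.
Total gene counts in U251P ranged from 3295045 to 5263645 (median 5064504) with vehicle and from 4144841 to 6350873 (median 5952838) with carmofur. In U251T the range was 566061 to 2817379 (median 1300727) with vehicle and 383633 to 1078340 (median 969763) with carmofur. The paper's reported depth is an average of 11.2 M reads, and the values here use the counts assigned to genes, which averaged 5.01 M per U251P library. MT-RNR2, a mitochondrial ribosomal RNA, took between 8.99% and 11.6% of the counts in U251P. Replicates of a group differed by more than sampling noise in every pair, with chi-square values between 1.76 and 11.8 per degree of freedom, so no library was taken for a repeat of another. Each was counted as a replicate by its label, and the spread does not show whether they came from separate cultures.
Counts were normalized by edgeR's TMM method, genes were filtered by edgeR's filterByExpr, and carmofur was compared with vehicle by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 11426 U251P genes that passed. The biological coefficient of variation was 0.124. Where the paper's own selection of genes was followed, DESeq2 was used, as in the paper. Gene positions were taken by Ensembl identifier from GENCODE release 29 on GRCh38.

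**Figure D1:**
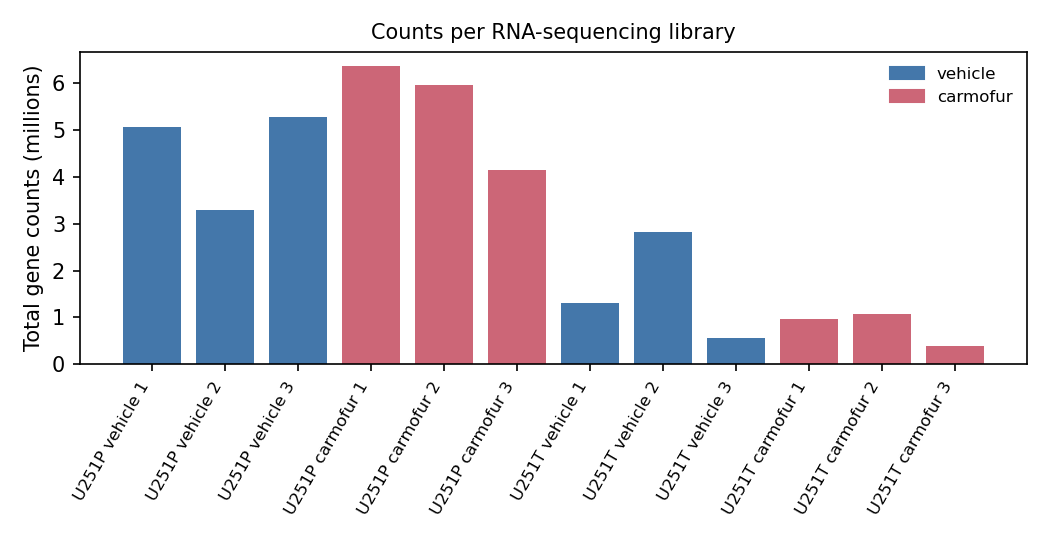
Total gene counts of each of the 12 libraries, with vehicle libraries in blue and carmofur libraries in red. The 6 U251P libraries hold between 3295045 and 6350873 counts and the 6 U251T libraries between 383633 and 2817379.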

To understand the impact of ASAH1 inhibition, we used RNA-sequencing and identified genes differentially expressed following the treatment with carmofur compared to vehicle control (Figure 6A). A total of 364 differentially expressed genes (*p* value < 0.2, base mean > 5) were identified. These genes were analyzed using WebGestalt [25] and WikiPathway Cancer functional databases for GSEA (Figure 6B) to identify pathways which are differentially expressed with the carmofur treatment. 

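With DESeq2, an unadjusted p-value under 0.2, a base mean over 5 and a log2 fold change under -0.5 or over 0.5, 408 genes were selected in the 6 U251P libraries, of which 227 were higher and 181 lower with carmofur. Without the fold change criterion, 1247 of the 12507 genes with a base mean over 5 had an unadjusted p-value under 0.2, while 2501 would be reached by chance. An unadjusted p-value under 0.05 was reached by 203 of these genes, and 625 would be by chance. The smallest adjusted p-value from DESeq2 with Benjamini-Hochberg adjustment was 0.998. A DESeq2 adjusted p-value under 0.05 was reached by 11 genes without carmofur replicate 3 and by 1 without vehicle replicate 1. The count of 408 depended on the processing, and it was 0 with DESeq2's shrunken fold changes and 1153 with both lines in a single fit with a line term. It was also 253 when carmofur replicate 2 was left out.
By edgeR's quasi-likelihood test, 0 of 11426 genes had an adjusted p-value under 0.05, and 402 had an unadjusted p-value under 0.05 against 571 by chance. With the replicate number as a further term in the model, 1 gene had an adjusted p-value under 0.05, and 692 an unadjusted one. Without the filter on low counts, 19 of 24349 genes had an adjusted p-value under 0.05. DESeq2 gave 0 on the same 24349 genes, so the 19 are not taken as evidence of a change. In 952 genes (8.33%) the carmofur and vehicle libraries did not overlap, and chance gives 10% for 3 libraries against 3. Among these, the smallest p-values belonged to MCAM, COL6A1 and SSH2, which were higher with carmofur, and to CCL26, DHRS3 and TMEM268, which were lower. The log2 fold change was 0.51 for MCAM (standard error 0.119), 0.40 for COL6A1 (standard error 0.103), 0.67 for SSH2 (standard error 0.179) and -0.81 for TMEM268 (standard error 0.207). The adjusted p-value from edgeR was 0.999 for each of these 6 genes. Without the filter on low counts it was 0.0253 for MCAM, in a range up to 1.0 over the alternatives tried, and 2.11e-13 for DHRS3. ASAH1 (ENSG00000104763, chromosome 8, 18055992 to 18084998), which encodes acid ceramidase, was at 36.2 ± 4.71 CPM with vehicle (SD, n = 3) and 38.5 ± 6.17 with carmofur (SD, n = 3). Its log2 fold change of 0.09 (standard error 0.156) was within the spread between replicates and had an edgeR adjusted p-value of 0.999. The sign depended on single libraries, since the log2 fold change was -0.01 without vehicle replicate 3 and -0.05 without carmofur replicate 1, and it was 0.19 without vehicle replicate 1 and 0.19 without carmofur replicate 2.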

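Enrichment was scored with the genes that Table 2 lists for each pathway, among the 408 genes that met the paper's criteria in U251P, ranked by DESeq2 log2 fold change. A running sum rises at each member of the set and falls elsewhere, and its largest deviation is the enrichment score (ES). Dividing it by the mean size of the scores of the same sign, among 10000 permuted gene sets of the same size, gives the normalized enrichment score (NES). The NES was -1.21 for MAPK signaling (ES -0.53), -0.99 for focal adhesion-PI3K-Akt-mTOR signaling (ES -0.39), -0.84 for chemokine signaling (ES -0.41) and -0.75 for Ras signaling (ES -0.37). The set for clear cell renal cell carcinoma had a positive NES of 0.84 (ES 0.38). In the gene permutations the smallest p-value of these 5 sets was 0.233, for MAPK signaling, and the others lay between 0.452 and 0.793. A permutation of genes describes these libraries and is no test between the replicates. The sign of the renal carcinoma set depended on the ranking, with an ES of -0.55 when genes were ranked by the Wald statistic and -0.68 when all 12507 genes with a base mean over 5 were ranked. The members were selected by fold change and most of those genes were not, so the latter ranking moves scores away from 0 by construction. Leaving out vehicle replicate 1 changed the sign of the chemokine set (ES 0.34) and of the renal carcinoma set (ES -0.59), each scored from the members that still met the criteria. The ES of the Ras set was -0.62 in that fit, and that of the chemokine set was -0.84 without vehicle replicate 3. Table 2 prints only 2 of the 3 members of the set for epithelial to mesenchymal transition, so its score is partial. The 2 members alone, both lower with carmofur, had an ES of -0.75 (NES -1.29), which is no test of the whole set.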

Based on normalized enrichment scores (NES), carmofur was found to decrease some of the same pathways identified in our correlation analyses of publicly available datasets (Figure 2). While not significantly different with carmofur treatment, pathways associated with migration, including MAPK signaling and focal adhesion-PI3K-Akt-mTOR signaling, may be altered (Table 2). 

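Of the 14 genes that Table 2 lists, 9 were lower and 5 higher with carmofur in U251P, and in 6 of the 13 that edgeR tested the vehicle and carmofur libraries did not overlap. The edgeR adjusted p-value was 0.999 for each of the 13. Without the filter on low counts it was 0.00393 for PSAT1 and 0.0227 for PHGDH, the lowest of ranges that reached 1.0 over the alternatives tried.
In the MAPK set, MAPK12 (chromosome 22, 50245450 to 50261825), a stress-activated kinase, was at 9.88 ± 4.05 CPM with vehicle (SD, n = 3) and 6.29 ± 0.538 with carmofur (SD, n = 3), a log2 fold change of -0.69 (standard error 0.291). The value rested on vehicle replicate 3, without which it was -0.31, and MAPK12 overlaps HDAC10 on the same strand. PLA2G4A, a phospholipase, had a log2 fold change of -0.66 (standard error 0.300) and no overlap between its groups. PDGFB (chromosome 22, 39223359 to 39244751), a growth factor in both sets, fell from 13.7 ± 7.22 to 9.09 ± 2.52 CPM (SD, n = 3 each), a log2 fold change of -0.51 (standard error 0.316). Without vehicle replicate 2 it was -0.04. DUSP7, a phosphatase, was higher with carmofur, with a log2 fold change of 0.52 (standard error 0.257) that was 0.25 without vehicle replicate 3 and 0.91 without vehicle replicate 1.
The focal adhesion-PI3K-Akt-mTOR set shares PDGFB with the MAPK set. SREBF1, which encodes a regulator of lipid synthesis, had a log2 fold change of -0.59 (standard error 0.262), and -0.25 without vehicle replicate 2 and -0.89 without carmofur replicate 3. GNG10, which overlaps the read-through gene DNAJC25-GNG10 and whose counts are uncertain for that reason, had -0.55 (standard error 0.273). ITGA7 and ANGPT1 were higher with carmofur, with log2 fold changes of 0.62 (standard error 0.409) and 0.60 (standard error 0.241). The value of ITGA7 was 0.20 without vehicle replicate 1 and 1.21 without vehicle replicate 3, and that of ANGPT1 was 0.37 without carmofur replicate 2. The paper reports no significant difference for these sets and proposes that they may be altered.

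**Figure D2:**
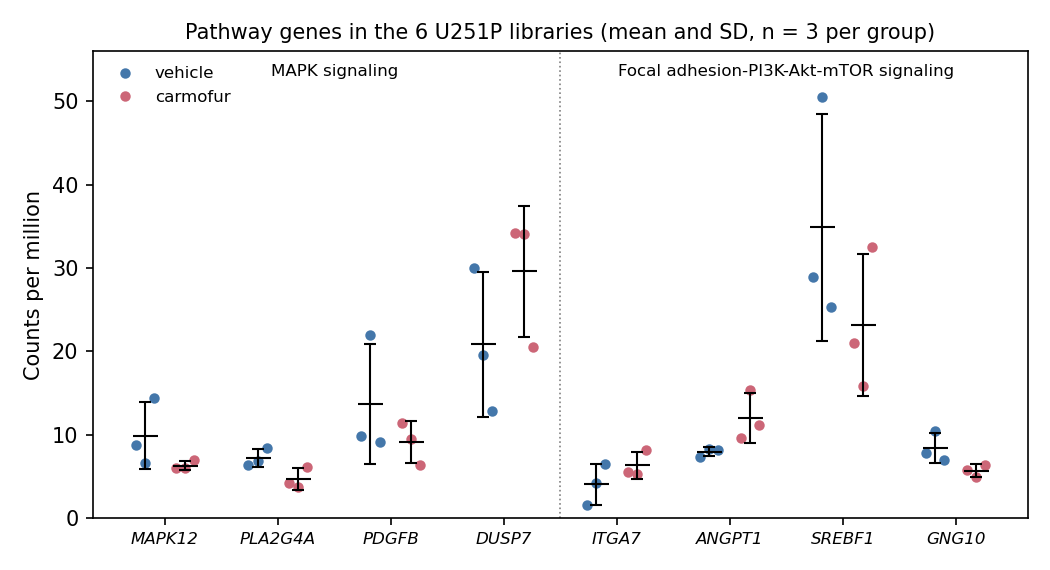
CPM, normalized by TMM, of the genes of 2 pathways in each U251P library, with vehicle libraries in blue and carmofur libraries in red. Black lines give the mean and SD of the 3 libraries of a group. The 3 vehicle libraries of PDGFB, drawn with the MAPK set, lie around a mean of 13.7 and overlap the carmofur libraries.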

Regulation of the assembly and disassembly of focal adhesions is required for migration of cancer cells [44]. Additionally, loss of focal adhesion kinase suppresses epidermal growth factor receptor signaling to decrease GBM cell migration [45]. To further identify relevant pathways altered by ASAH1 inhibition, we used Qiagen Ingenuity Pathway Analysis. Such analyses revealed “cancer” as the top disease or disorder (Supplementary Figure S8) and “cellular movement” as the top molecular and cellular function (Supplementary Figure S9) associated with the carmofur treatment. 

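Transcripts of the mTOR network were compared between carmofur and vehicle in U251P for 45 genes of the mTOR signaling pathway listed from Figure 7, of which 39 passed edgeR's filter. With carmofur 20 were higher and 19 lower, with a median log2 fold change of 0.00. The list mixes activators and inhibitors of mTOR, so its direction cannot test the inhibition that the paper's pathway analysis predicted. The adjusted p-value of the list was 0.992 by limma's camera, 0 of its genes had an edgeR adjusted p-value under 0.05, also when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05. The 2 genes were PRKCH and RPS6KA2, which were also the 2 of the 39 that met the paper's criteria. They belong to the PKC and RSK families, which Figure 7 colors. PRKCH (ENSG00000027075, chromosome 14) had 43, 32 and 39 counts with vehicle and 34, 32 and 23 with carmofur. Its log2 fold change after normalization was -0.61 (standard error 0.257, edgeR adjusted p-value 0.999). RPS6KA2 had 36, 31 and 32 counts with vehicle and 35, 23 and 16 with carmofur, a log2 fold change of -0.71 (standard error 0.295, edgeR adjusted p-value 0.999). With each library left out in turn, the log2 fold change of PRKCH stayed between -0.69 and -0.53 and that of RPS6KA2 between -0.88 and -0.55. The other 9 PKC and RSK genes tested had log2 fold changes between -0.06 and 0.24, each within its standard error of 0. Both PRKCH and RPS6KA2 contain antisense transcripts, and the use of strand in counting is not stated in the paper's text. DDIT4, an inhibitor of mTOR that is also on the list and was named after its values were seen, had a log2 fold change of -1.03 (standard error 0.623). Its groups overlapped, and its edgeR adjusted p-value was 0.999, and 3.28e-14 without the filter on low counts. The latter is at odds with that overlap and with the DESeq2 adjusted p-value of 0.998, so it is no evidence of a change. With each library left out in turn, its log2 fold change lay between -2.51 and -0.46.

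**Figure D3:**
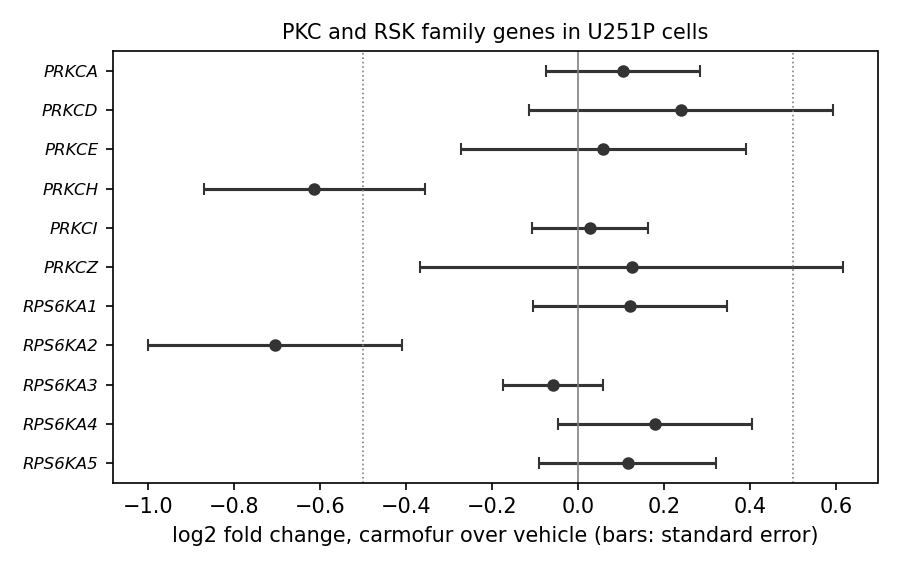
Log2 fold change by edgeR, carmofur over vehicle, of the 11 PKC and RSK genes tested in U251P, with bars for the standard error and dotted lines at -0.5 and 0.5. PRKCH and RPS6KA2 lie beyond -0.5 and the other 9 between -0.06 and 0.24.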

Of the network maps identified through this analysis, IPA predicted inhibition of mTOR signaling with downstream inhibition of PI3K/AKT signaling and actin organization Figure 7. 

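Transcripts that respond to the MAPK and PI3K-AKT pathways were tested as lists in U251P with limma's camera, with p-values adjusted over 10 lists. The 10 genes of the MAPK output list, such as DUSP6, SPRY4 and ETV5, rise when ERK signaling is active, and 5 were higher and 5 lower with carmofur. The median log2 fold change was -0.05 and the adjusted p-value 0.992. FOXO target genes rise when AKT activity falls. Of the 12 tested, 5 were higher and 7 lower, with a median log2 fold change of -0.12 and an adjusted p-value of 0.966. The 29 focal adhesion genes tested included 19 that were higher and 10 that were lower, with a median log2 fold change of 0.04 and an adjusted p-value of 0.0828. In each of these 3 lists 0 genes had an edgeR adjusted p-value under 0.05, over all genes and adjusted over the list alone. An unadjusted p-value under 0.05 was reached by 0 genes of the MAPK output list, by KLF6 among the FOXO targets and by PXN and ZYX in the focal adhesion list, all 3 higher with carmofur and named after their values were seen. Without vehicle replicate 2, the focal adhesion list was higher with an adjusted p-value of 0.0371, in a range from 0.0371 to 0.703 over the alternatives tried. With fry, or with the correlation between genes estimated, no list of the 10 had an adjusted p-value under 0.05. The lists measure transcripts and not phosphorylation.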

Based on the current literature and our RNA-sequencing findings, we hypothesized that carmofur’s impact on GBM cell migration was mediated, at least in part, through either the MAPK or the PI3K-AKT-mTOR signaling pathway.

### 3.7. ASAH1 Inhibition Decreased pAKT, but Not pERK

Based on the observed migration phenotype and the pathways identified by the correlation analysis, we sought to determine whether AKT and/or ERK1/2 were involved in ASAH1-dependent migration. We assessed AKT and ERK1/2 phosphorylation and determined that pAKT was significantly decreased relative to total AKT (Figure 8A,C), but pERK1/2 was unchanged relative to total ERK1/2 (Figure 8B,D). Similarly, we assessed the ability of another ASAH1 inhibitor, B13, to inhibit AKT signaling and identified decreases in total AKT with the B13 treatment (Supplementary Figure S10). Finally, we confirmed that the shRNA knockdown of *ASAH1* decreased pAKT relative to total AKT (Figure 8E,F). We also explored the ability of carmofur to inhibit phosphorylation of focal adhesion kinase based on the pathway analysis, but we saw no changes at the protein level (Supplementary Figure S7). Our data suggest that ASAH1 modulates migration via changes in AKT signaling that does not depend on changes in ERK1/2 or focal adhesion kinase phosphorylation. Importantly, similar effects of ASAH1 expression on AKT signaling were observed using both pharmacologic and genetic approaches.

## 4. Discussion

Our study suggests that ASAH1 is overexpressed in GBM patients, and elevated expression of ASAH1 is associated with worse survival in IDH1-wildtype GBM patients. Targeting this group of glioma patients is key to extending survival as these tumors almost always recur despite aggressive therapies [3,46,47]. Further analysis of ASAH1 expression data suggested that ASAH1 regulates GBM cell migration through PI3K-AKT-mTOR signaling. We confirmed that ASAH1 inhibition decreased GBM cell migration and AKT signaling. We targeted ASAH1 genetically with shRNA and pharmacologically with carmofur, although there may be ASAH1-independent effects of carmofur that contribute to its effects. Inhibition of ASAH1 to decrease migration of GBM cells is a novel finding for both sphingolipid biology and neuro-oncology research.

Although our work has yet to identify the precise downstream mechanisms through which ASAH1-mediated decreases in AKT signaling affect migration, we hypothesize that AKT-mediated alterations of cytoskeleton-related proteins may be involved. For example, AKT signaling can induce expression or activation of GSK3β, F-actin, and Girdin [48,49,50,51]. Additionally, AKT1 has been shown to promote migration of fibrosarcoma cells through NF-κB [52]. This signaling mechanism as a means to decrease GBM migration was strengthened by the use of two different ASAH1 inhibitors as well as shRNA knockdown of ASAH1. Additional mechanistic approaches could be strengthened by using PDX-derived cells, samples from PDX treated with inhibitors in vivo, and/or increasing replicates to improve statistical power in the RNA-sequencing studies as well as implementing rescue experiments including the use of a constitutively active AKT construct [53] or overexpression of one of the potential downstream targets mentioned above. Moreover, assessment of migration ability could be conducted using spheroid migration assays to eliminate the use of FBS [54]. Overall, our work suggests that ASAH1 inhibition by shRNA or carmofur exerts its anti-migratory effects through decreased AKT signaling.

While direct inhibitors of AKT function have been tested in vitro, none have been efficacious in GBM patients [55]. One such inhibitor, perifosine, showed pre-clinical promise, but had limited blood–brain barrier penetrance, a significant challenge for any GBM therapeutic [56]. Ceranib-2, another acid ceramidase inhibitor, has been evaluated in breast cancer cell lines and decreased AKT signaling [57] as we have suggested in GBM cells with carmofur. However, carmofur has an advantage in that it is known to cross the blood–brain barrier [9]. Additionally, carmofur may decrease cell migration via both AKT and S1P signaling through inhibition of ASAH1. Since ceramides activate protein phosphatases, they could also decrease activity of JAK2, STAT5, and MYC [58]. In contrast to our findings, previous work in melanoma cells suggested that inhibiting ASAH1 increased pFAK. They further showed decreased invasiveness through activation of the integrin αVβ5-focal adhesion kinase signaling [59]. Therefore, the mechanism through which ASAH1 inhibition decreases migration may be specific to certain cancer types. 

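The chemokine set of Table 2 holds CCL26, GRK5 and GNG10. CCL26 (ENSG00000006606, chromosome 7, 75769533 to 75789896) encodes a chemokine of the CC family. It was at 31.2 ± 2.69 CPM in vehicle-treated U251P cells (SD, n = 3) and at 19.2 ± 1.59 with carmofur (SD, n = 3), and the groups did not overlap. Its log2 fold change was -0.72 (standard error 0.153), with the smallest p-value among the lower genes without overlap, and its edgeR adjusted p-value was 0.999. It stayed between -0.78 and -0.65 with each library left out in turn. GRK5, a kinase that acts on receptors, moved the other way, with a log2 fold change of 0.61 (standard error 0.339) that was 0.33 without vehicle replicate 2 and 0.99 without vehicle replicate 1.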

While not explored in this study, the ability of carmofur to decrease chemokine signaling may serve as an added benefit for therapeutic combinations. However, a potential concern of targeting the sphingolipid balance is that the modulation of S1P receptor 1 could worsen lymphopenia in brain tumor patients [60]. Targeting ASAH1 should increase ceramides and decrease S1P without affecting the S1P receptors, but the effect on immune suppression in these patients would need to be considered for future clinical trials.

Restoration of the sphingolipid balance has long been proposed as a mechanism to attenuate multiple hallmarks of cancer including proliferation, migration, and angiogenesis [61]. As highlighted in our previous review, attempts at modulating the sphingolipid balance in brain tumor patients have not yet proven to be successful [5]. Recent work in brain tumors has focused on inhibiting sphingosine kinase 1 to decrease the production of S1P, thus preserving the pro-apoptotic capability of ceramides. Targeting sphingosine kinase 1 in GBM cell lines decreased angiogenesis along with decrease in growth of temozolomide-resistant GBM cells [1,62]. Unfortunately, these inhibitors have not yet been tested in GBM patients. Based on the lack of FDA-approved sphingosine kinase inhibitors for GBM and the finding that ASAH1 is increased following radiotherapy, we chose to focus on ASAH1, an enzyme responsible for producing sphingosine and regulating ceramide catabolism [4,63]. This approach may preferentially increase ceramides compared to inhibiting sphingosine kinases as these inhibitors have been suggested as combination or maintenance therapy following another ceramide-inducing agent [64].

While this study did not directly compare the effects of 5-FU to carmofur for assessment of migration, 5-FU has a low therapeutic index when delivered systemically and has not been studied for its anti-migratory potential in GBM [65]. In contrast to 5-FU, carmofur is more orally bioavailable and generally well-tolerated by patients even when given multiple times per day to overcome the short half-life [41]. Therefore, carmofur may have dual roles as a 5-FU pro-drug and a modulator of the sphingolipid balance in GBM. As modulation of the sphingolipid balance has emerged as an important target for GBM therapeutics, more inhibitors are being developed in addition to the identification of previously unknown mechanisms for current drugs. For example, tamoxifen, a well-established treatment of ER-positive breast cancer, was recently shown to inhibit ASAH1 re-enforcing the utility of repurposed drugs for GBM patients [66]. Taken together, we propose the use of ASAH1 inhibition, specifically by carmofur, to decrease the migration of GBM cells. Finally, inhibiting the migration of cancer cells by blocking ASAH1 may be a promising avenue for metastatic brain tumors [18,67,68,69,70].

## Figures and Tables

**Figure 1:**
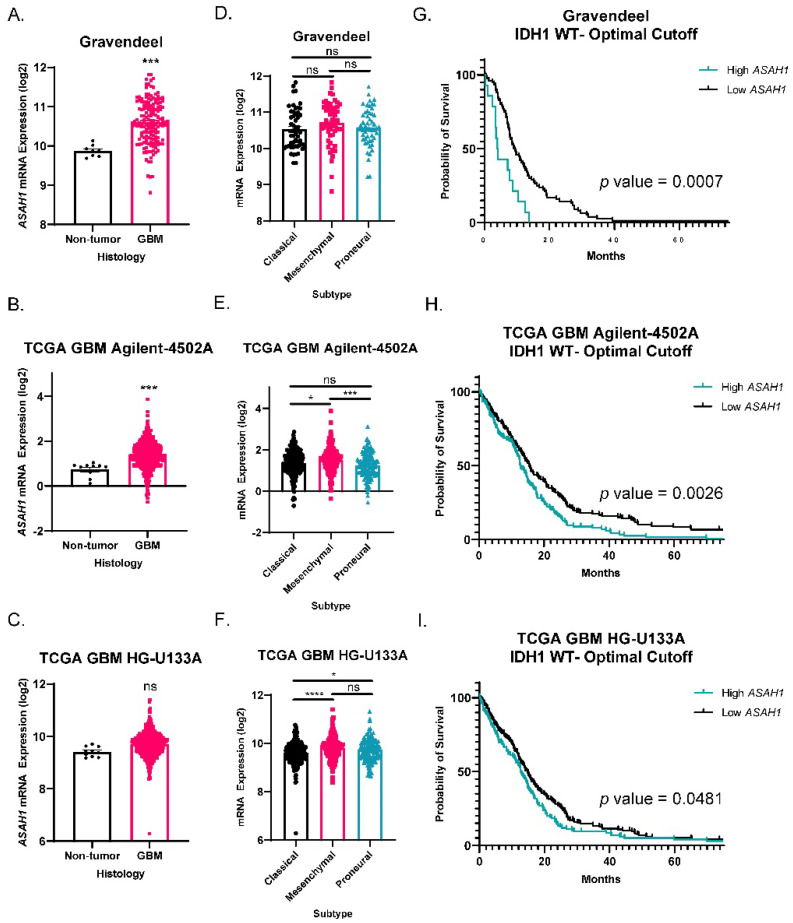
*ASAH1* correlated with worse survival in IDH1 wildtype GBM patients. Datasets were accessed using GlioVis (http://gliovis.bioinfo.cnio.es) (accessed on 25 February 2021). *ASAH1* mRNA expression in GBM compared to non-tumor samples in (**A**) Gravandeel (*n* = 8 for non-tumor, *n* = 159 for GBM), (**B**) TCGA GBM Agilent-4502A platform (*n* = 10 for non-tumor, *n* = 489 for GBM), and (**C**) TCGA GBM HG-U133A platform (*n* = 10 for non-tumor, *n* = 528 for GBM). Data were analyzed by independent *t*-test. *ASAH1* mRNA expression in the three subtypes of GBM (**D**) Gravandeel (*n* = 52 for classical, *n* = 54 for mesenchymal, *n* = 53 for proneural), (**E**) TCGA GBM Agilent-4502A platform (*n* = 182 for classical, *n* = 156 for mesenchymal, *n* = 121 for proneural), and (**F**) TCGA GBM HG-U133A platform (*n* = 199 for classical, *n* = 166 for mesenchymal, *n* = 163 for proneural). Data were analyzed by one-way ANOVA followed by Dunnett’s multiple comparisons test and displayed as means ± SEM. Kaplan–Meier survival curves for IDH1 wildtype GBM patients using optimal cutoff to determine high and low *ASAH1* expression. (**G**) Gravandeel (*n* = 93), (**H**) TCGA GBM Agilent-4502A platform (*n* = 339), and (**I**) TCGA GBM HG-U133A platform (*n* = 372). Groups were compared by log-rank test. Not significant (ns), * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
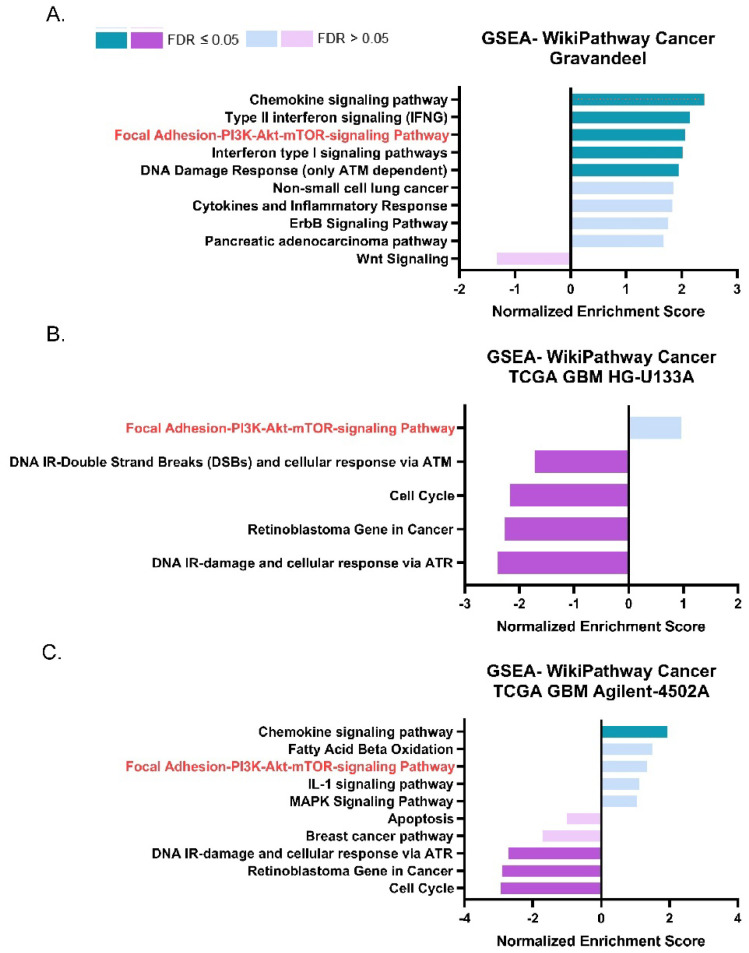
*ASAH1* expression positively correlated with genes in the Focal Adhesion-PI3K-AKT-mTOR pathway. Pathway analysis of positive and negative gene correlations to *ASAH1*. Datasets were accessed using GlioVis (http://gliovis.bioinfo.cnio.es) (accessed on 12 August 2021). GSEA of *r* values > 0.3 and <−0.3 for genes compared to *ASAH1* in (**A**) Gravandeel (**B**) TCGA GBM HG-U133A, and (**C**) TCGA GBM Agilent-4502A. Data were analyzed using WebGestalt (http://www.webgestalt.org) (accessed on 12 August 2021) and compared to Wikipathway cancer with a 10 gene minimum/pathway and weighted set cover.

**Figure 3:**
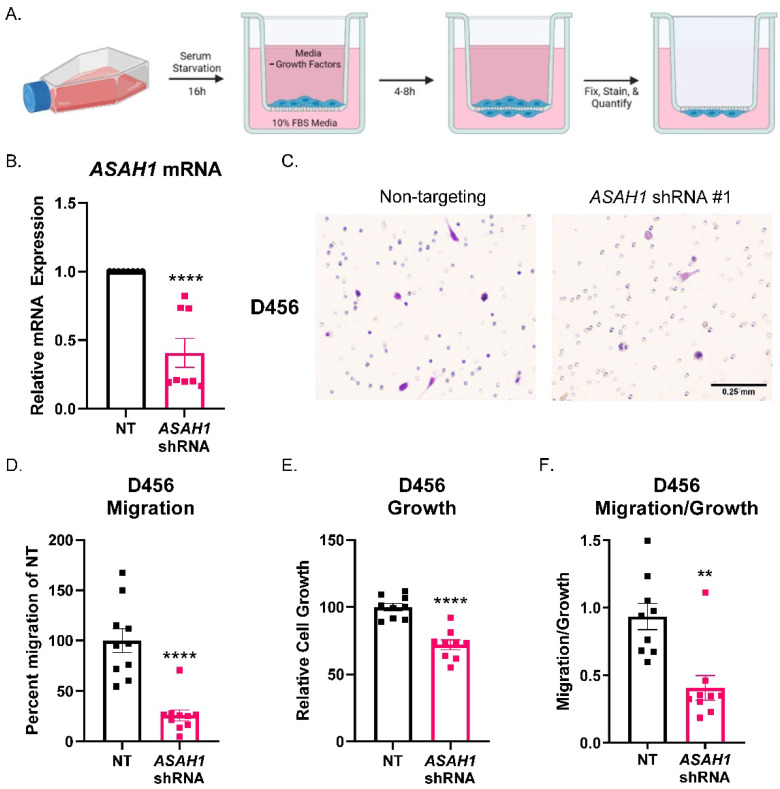
ASAH1 knockdown decreased migration of D456 cells. Cells were transduced with either non-targeting (NT) control or ASAH1 shRNA. After 48 h, the cells were plated at 50,000 cells/insert for the Boyden chamber migration assay with 10% FBS as a chemoattractant, 5000 cells/well for growth assay, and the remaining for RNA. (**A**) Schematic showing Boyden chamber assay steps. (**B**) mRNA expression of *ASAH1* at time of assay normalized to β-Actin using ∆∆CT. (**C**) Representative images of D456 migration inserts with crystal violet staining for non-targeting and ASAH1-directed shRNA constructs. (**D**) Migration inserts were imaged with 6 images at 10× magnification/insert and quantified using particle analysis in ImageJ and normalized to the NT control. (**E**) Matching growth was analyzed by Cell Titer Glo and normalized to NT control. (**F**) Percent migration was divided by the relative cell growth to determine the ratio of migration to growth. Data from three independent experiments were combined and analyzed using independent *t*-test (*n* = 3–4 per experiment). Data are displayed as means ± SEM. ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
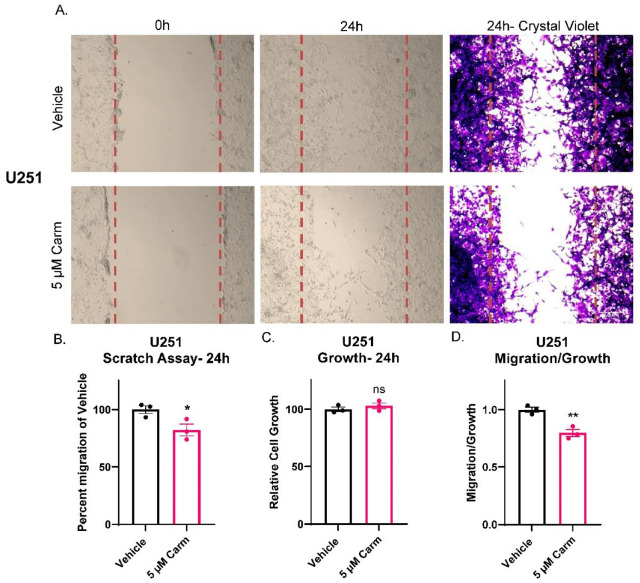
Carmofur decreased migration of U251 GBM cells. Cells were serum-starved in the presence of vehicle (DMSO) or 5 µM carmofur 16 h prior to introducing the scratch and re-treated at the time of the assay. After 24 h, cells were fixed in formalin and stained with crystal violet. (**A**) Representative images of U251 scratch assays at 0 h, 24 h, and 24 h with crystal violet staining taken at 10× magnification. (**B**) Image centers of 24 h 20× images were quantified using particle analysis in ImageJ and normalized to 0 h images before normalizing to vehicle for quantification. Comparison of groups was performed using independent *t*-test. (**C**) Matching growth was analyzed by Cell Titer Glo and normalized to vehicle control. (**D**) Percent migration was divided by the relative cell growth to determine the ratio of migration to growth. Data are displayed as means ± SEM. * *p* < 0.05, ** *p* < 0.01 with independent *t*-test (*n* = 3).

**Figure 5:**
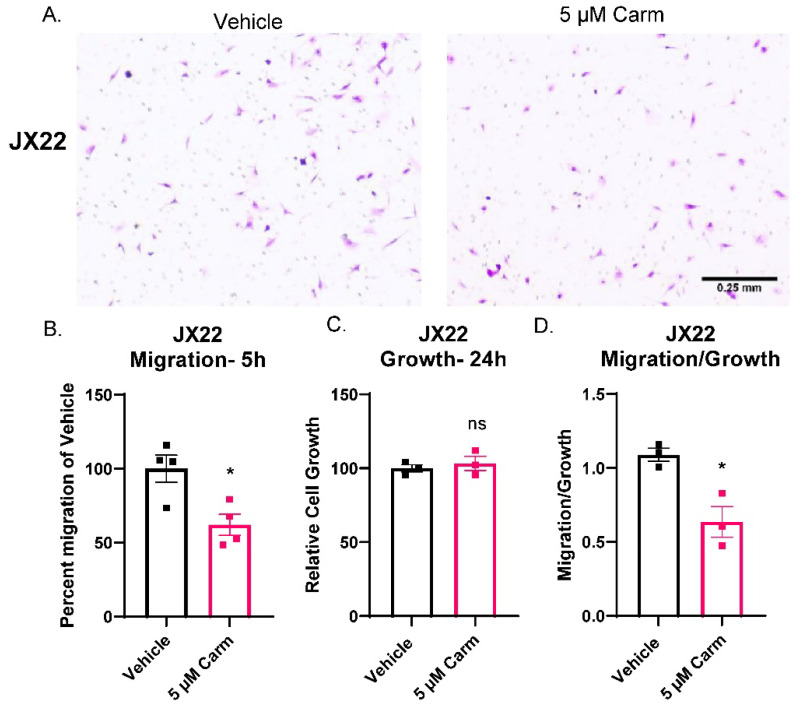
Carmofur decreased migration of PDX-derived GBM cells. Cells were serum-starved in the presence of vehicle (DMSO) or 5 µM carmofur 16 h prior to migration assay. At the time of assay, cells were plated at 50,000 cells/insert for the Boyden chamber assay on top of BTIC with 2× EGF/FGF and 2% FBS as the chemoattractant. At the same time, cells were plated at 5000 cells/well for matching growth assay. (**A**) Representative images of crystal violet-stained migration inserts from carmofur-treated JX22 GBM cell migration in Boyden chamber assays are shown. (**B**) Images were quantified using the cell count function on PICO Imagepress. (**C**) Matching growth was analyzed by Cell Titer Glo and normalized to vehicle control. (**D**) Percent migration was divided by the relative cell growth to determine the ratio of migration to growth. Data are displayed as means ± SEM. Not significant (ns), * *p* < 0.05 with independent *t*-test (*n* = 3–4).

**Figure 6:**
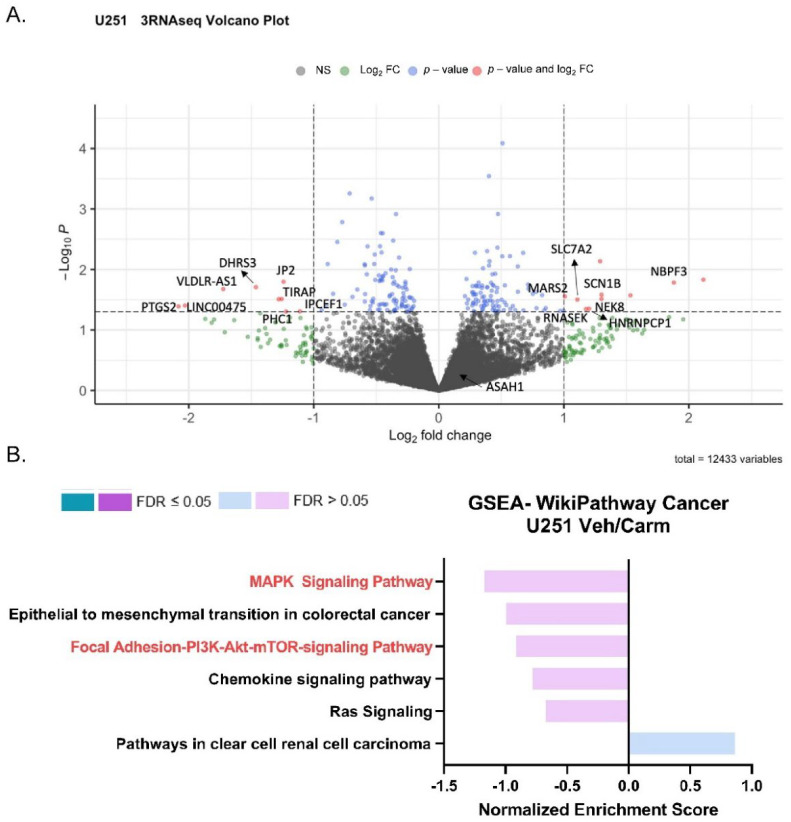
Pharmacologic inhibition of ASAH1 decreased migration-related pathways. To match conditions of the scratch assay, U251 cells were plated in 10% FBS, serum-starved in the presence of vehicle (DMSO) or 5 µM carmofur for 16 h, and changed to 10% FBS with new vehicle or carmofur for the final 24 h. Cells were collected for RNA-sequencing at the end of the 24 h treatment. (**A**) Visualization of RNA-sequencing by volcano plot of transcripts revealed that U251 cells treated with 5 µM carmofur displayed an altered pattern, relative to vehicle control (*n* = 3). (**B**) GSEA for genes with log_2_ FC > 0.5 or <−0.5 analyzed using WebGestalt (http://www.webgestalt.org) (accessed on 4 December 2021) and compared to Wikipathway cancer with a 3 gene minimum/pathway. Gene input included those with a base mean > 5 and a *p*-value < 0.2.

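Of the genes labeled in Figure 6A, 15 matched a symbol of the count table and 1 label, JP2, matched none. Besides ASAH1, 7 of the matched genes were higher and 7 lower with carmofur in the 6 U251P libraries. DHRS3 (chromosome 1, 12567910 to 12617731), a retinal reductase, was the most abundant of them, at 42.7 ± 9.61 CPM with vehicle (SD, n = 3) and 15.5 ± 10.3 with carmofur (SD, n = 3). Its log2 fold change was -1.51 (standard error 0.339) and its edgeR adjusted p-value was 0.999. Without carmofur replicate 3 the log2 fold change was -2.02 and the adjusted p-value 0.0314, in a range from 2.11e-13 to 1.0 over the alternatives tried, the lowest without a filter on low counts. The other 13 labeled genes had DESeq2 base means between 5.03 and 25.9 counts. PTGS2 (chromosome 1, 186671791 to 186680427), which encodes cyclooxygenase, had 7, 7 and 8 counts with vehicle and 1, 2 and 3 counts with carmofur. Its DESeq2 adjusted p-value was 0.998, and no fold change is given because its carmofur libraries held 3 counts or fewer. The filter of edgeR left out PTGS2 and LINC00475 for low counts. NBPF3 had 2, 3 and 5 counts with vehicle and 16, 17 and 11 with carmofur, a log2 fold change of 1.85 (standard error 0.511, edgeR adjusted p-value 0.999). NBPF3 belongs to a family of near-identical copies whose reads could have been split in counting. The libraries of the 2 groups did not overlap in 10 of the 12 labeled genes that edgeR tested. They overlapped in MARS2 and in VLDLR-AS1, which had 3, 20 and 41 counts with vehicle and 7, 4 and 11 with carmofur. The log2 fold change of VLDLR-AS1 was -1.76 (standard error 0.685), and -1.06 without vehicle replicate 3. This gene is antisense to VLDLR, HNRNPCP1 is a pseudogene within KIAA0586, and RNASEK overlaps the read-through gene RNASEK-C17orf49, so counts of these genes are uncertain.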

**Figure 7:**
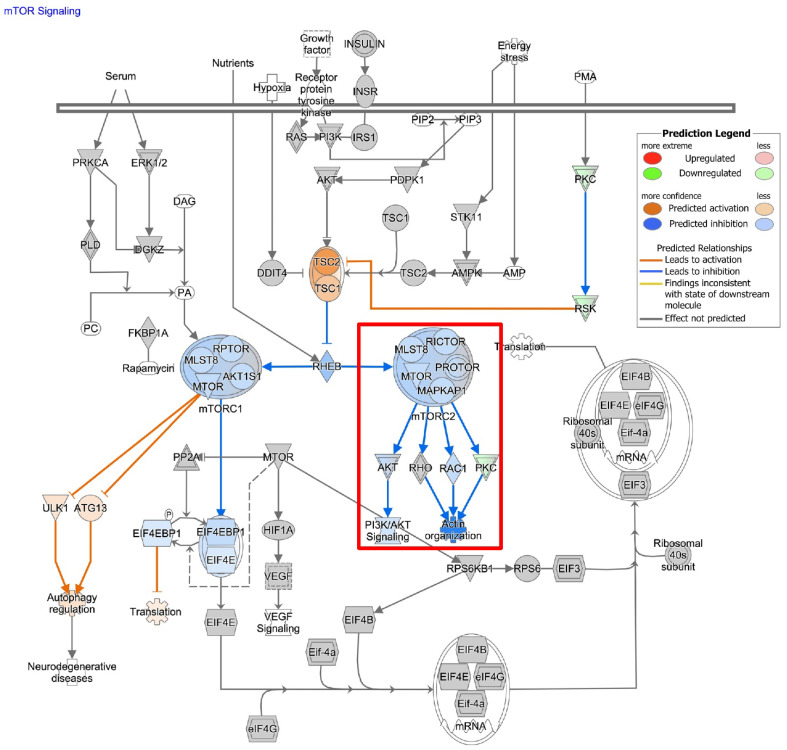
Carmofur treatment affects transcripts associated with mTOR signaling. Qiagen Ingenuity Pathway Analysis (https://digitalinsights.qiagen.com/IPA) (accessed on 18 February 2022) of RNA-sequencing data suggested decreases in mTOR signaling with potential downstream inhibition of PI3K/AKT signaling and Actin organization as highlighted in the red box.

**Figure 8:**
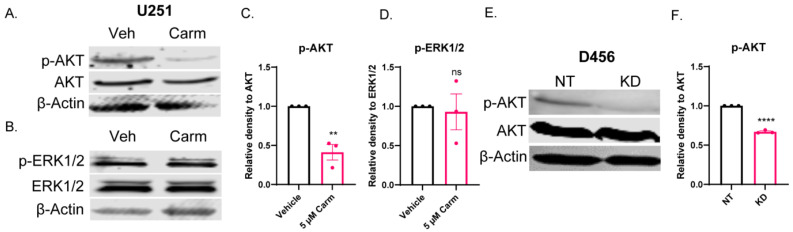
ASAH1 inhibition decreased pAKT, but not pERK. U251 cells were plated in 10% FBS followed by serum-starvation in the presence of vehicle (DMSO) or 5 µM carmofur for 16 h. Then, cells were stimulated with 10% FBS for 15 min followed by 45 min in the presence of fresh vehicle or carmofur. (**A**,**B**) Western blot expression of pAKT, AKT, pERK1/2, ERK1/2, and β-actin with carmofur treatment. (**C**,**D**) Densitometry values for each protein were determined using Image Studio Lite software. Quantification of densitometry values (*n* = 3) for expression of pAKT compared to total AKT and pERK1/2 compared to total ERK1/2. D456 cells were transduced with either non-targeting (NT) control or ASAH1 shRNA. After 48 h of transduction, cells were serum-starved for 16 h. Then, cells were stimulated with 10% FBS for 1 h. (**E**) Western blot expression of p-AKT, AKT, and β-actin for NT and ASAH1 KD cells. (**F**) Quantification of densitometry values (*n* = 3) for expression of p-AKT compared to total AKT. Data are displayed as means ± SEM. Not significant (ns), ** *p* < 0.01, **** *p* < 0.0001 with independent *t*-test.

**Table 1:** The Focal Adhesion-PI3K-AKT-mTOR pathway appeared in all three *ASAH1* correlation analyses. Data represent enrichment scores (ES), normalized enrichment scores (NES), *p* values, and false discovery rate (FDR) for the Focal Adhesion-PI3K-AKT-mTOR pathway in each dataset.

Data Set	Gene Set	ES	NES	*p* Value	FDR
Gravandeel	Focal Adhesion-PI3K-Akt-mTOR-signaling pathway	0.2472	2.0613	0.00351	0.03479
TCGA GBM HG-U133A		0.1867	0.9670	0.49793	0.48293
TCGA GBM Agilent-4502A		0.2265	1.3467	0.14067	0.32006

**Table 2:** Pharmacologic inhibition of ASAH1 suggested decreases in migration-related pathways. Table for GSEA analysis including ES, NES, *p* values, and FDRs for each pathway as well as differentially expressed genes (DEGs) for that pathway.

Gene Set	Description	Size	Leading Edge Number	ES	NES	*p* Value	FDR	DEGs
WP382	MAPK Signaling Pathway	4	4	−0.5072	−1.1697	0.2591	1	*MAPK12, PLA2G4A, PDGFB, DUSP7*
WP4239	Epithelial to mesenchymal transition in colorectal cancer	3	2	−0.4992	−0.9973	0.4734	1	*COL4A3, MAPK12*
WP3932	Focal Adhesion-PI3K-Akt-mTOR-signaling pathway	5	5	−0.3613	−0.9129	0.5568	0.9598	*ITGA7, ANGPT1, SREBF1, GNG10, PDGFB*
WP3929	Chemokine signaling pathway	3	3	−0.3822	−0.7803	0.7407	0.9453	*CCL26, GRK5, GNG10*
WP4223	Ras Signaling	3	3	−0.3362	−0.6739	0.9022	0.876	*KSR1, PLA2G4A, GNG10*
WP4018	Pathways in clear cell renal cell carcinoma	4	4	0.3862	0.8617	0.6248	0.6455	*KSR1, PDGFB, PSAT1, PHGDH*

## Data Availability

Data for RNA-sequencing analysis can be found on the Gene Expression Omnibus with the accession number GSE179087.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells11121873/s1, Figure S1: Survival Curves for ceramidase expression in Low- and High-grade gliomas, Figure S2: GSEA tables for *ASAH1* correlations, Figure S3: Growth analysis with ASAH1 shRNA #2, Figure S4: Growth analysis with ASAH1 inhibitors, Figure S5: Migration analysis with B13, Figure S6: ASAH1 expression with FBS media, Figure S7: Invasion and phospho-FAK analysis, Figure S8: Diseases and disorders from IPA, Figure S9: Molecular and cellular functions from IPA, Figure S10: AKT expression with B13, Figure S11: Full-sized blots for Figure 8, Figure S12: Full-sized blots for supplemental figures. Replicates for each experiment are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

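Gene expression was measured by 3′ RNA-sequencing in cells of 2 lines labeled U251P and U251T, each with 3 libraries from vehicle-treated and 3 from carmofur-treated cells. The authors made the libraries with the QuantSeq FWD kit, sequenced single-end reads of 75 bases, and trimmed and mapped them with Lexogen's BlueBee pipeline. The deposited table holds the authors' whole-number counts per Ensembl gene identifier, without normalization. The paper's text names no genome build, annotation release or counting tool, and whether the counting used strand is not stated. Molecular identifiers are not mentioned, and how reads that are PCR copies were counted is not stated.

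The table has 60107 gene identifiers, and each of them was used. A symbol was found for 39859 identifiers, which held 99.1% of all counts, and a position in GENCODE release 29 (GRCh38) for 56531. Total counts ranged from 3295045 to 6350873 in U251P and from 383633 to 2817379 in U251T. Fewer genes could be tested in U251T, 7204 against 11426 in U251P.

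Carmofur was compared with vehicle within each line by the quasi-likelihood test of edgeR (version 4.0.16) in R (version 4.3.3), with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. The same test was used for 1 carmofur effect over both lines with line as a term, for the interaction of line and treatment, and for the lines in vehicle. The paper's selection of genes was repeated with the Wald test of DESeq2 (version 1.42.0) at an unadjusted p-value under 0.2, a base mean over 5 and a log2 fold change beyond -0.5 or 0.5. The genes that Table 2 prints were scored by a weighted running sum over that selection with 10000 permutations of genes. Lists of genes were tested with camera on voom values in limma (version 3.58.1) with a correlation of 0.01, and with fry. The 10 lists were MAPK pathway output, FOXO targets, sterol biosynthesis, ATF4 targets, p53 targets, pyrimidine metabolism, sphingolipid metabolism, the mTOR signaling genes of Figure 7, focal adhesion and proliferation. Tables and figures were made in Python (version 3.11.15) with pandas (version 2.3.3) and matplotlib (version 3.10.9).

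The tests, the libraries in each, the lists and the alternatives were chosen before the data were examined, except where the text says otherwise. Genes could be named if the paper names them from this experiment (Figure 6A and Table 2), if they belong to the PKC or RSK families, if they belong to a list and had an adjusted p-value under 0.05, or if they were among the 3 genes in each direction with the smallest p-values whose groups did not overlap. List members that changed in U251T are mostly given as counts. The alternatives were DESeq2, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, an adjusted p-value under 0.1, all 12 libraries in a single fit, and each library left out in turn. For the paper's criteria they also included shrunken fold changes, both lines in a single fit with a line term, no fold change criterion and edgeR. For the sets of Table 2 they were an unweighted sum, ranking by the Wald statistic, all genes with a base mean over 5 and edgeR, and for the lists fry and a correlation estimated per list. An alternative that keeps only genes with a symbol was added after the values were seen.

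The steps were tested on simulated data. Counts were drawn for the genes of the U251P vehicle libraries with 200 genes changed by 1.5 on the log2 scale. At 3 libraries against 3, edgeR recovered 98.4% of the 193 changed genes among the 11291 that passed its filter, with 9 false calls among 199, and made 0 calls when no gene was changed. DESeq2 recovered 91% of 200 changed genes among 11426. With a change of 0.6 on the log2 scale, edgeR recovered 29.9% of 194 changed genes among 11278. A raised list of 20 genes had a camera p-value of 2.61e-27 and an unchanged list of 20 genes 0.672. These simulated values do not carry over to libraries whose genes are correlated or differ in spread.

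A group of 3 libraries against 3 has 10 splits, so that an exact permutation test of a single value cannot give a two-sided p-value under 0.1. For this reason p-values come from models fitted across all genes.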

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

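The tests of a rodent source of reads, of altered expression in human cells and of lower proliferation were chosen only after the results they bear on were seen.

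The U251T libraries, on which the paper does not report, differed from the U251P libraries in most genes. In vehicle, 10474 of 12047 genes had an edgeR adjusted p-value under 0.05 between the lines, of which 4736 were higher and 5738 lower in U251T. The 3 libraries of each line did not overlap in 10488 genes (87.1%), and chance gives 10%. Of the 10 splits of the 6 vehicle libraries, 1, the real one, gave as many genes, the smallest share that 3 against 3 allow, and the others gave 0. The smallest p-values belonged to MTCO3P13, PABPC1P3 and MTCO2P17, which were higher in U251T, and to B2M, ALDH1A3 and KRT81, which were lower. MTCO3P13, a nuclear copy of a mitochondrial gene, had 13303, 30689 and 5955 counts in the U251T vehicle libraries and 0, 1 and 1 in those of U251P. B2M had 1, 6 and 3 counts in U251T and 8015, 5655 and 9100 in U251P.

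Many genes abundant in U251P had low counts in U251T. Of 1709 genes with at least 100 CPM in U251P, 420 (24.6%) were at least 8-fold lower in U251T. Lower depth is argued against, since 0 of these genes were lost when the U251P libraries were thinned to the U251T totals. Counting that drops reads shared with pseudogenes is argued against as the whole cause, since 22.5% of the 1176 abundant protein-coding genes without a named pseudogene copy were 8-fold lower, against 25.5% of the 499 with a copy. Altered expression in human cells is argued against by 20 genes used by every cell, whose median level in U251T was 10.5% of that in U251P and of which 11 were at least 8-fold lower. HSPA8 (91.8%) and YWHAZ (133%) were among the exceptions, as was LDHA, at 464 CPM in U251T and 5.90 in U251P. Whether many U251T reads came from rodent cells, whose transcripts map to human genes only where the sequences are alike, stays open. A list of genes lost or diverged in rodents, drawn up from general knowledge without an orthology table, had 9 members with enough counts in U251P. Their median level in U251T was 0.793% of that in U251P, with 0.1 CPM added to each level. For matched other genes the median was 50.7%, and 0 of 10000 random lists were as low, but this does not decide the question. Of the 9 genes, 7 lie together with CD99 at the end of chromosome X, and the list was written after CD99 had been seen near 0, so that a loss of that region in human cells would lower them too. The 2 genes elsewhere were CD58 (0.197%) and CXCL8 (26.3%). Of the reads on MT-CO3 and its nuclear copies, 99.1% to 99.9% fell on copies in U251T and 0.00470% to 0.0115% in U251P, which had also been seen beforehand. Mitochondrial protein genes took 0.0178% to 0.160% of the counts of a U251T library and 5.76% to 7.12% in U251P. A loss at the end of chromosome X would not by itself lower these genes, so they argue against that loss as the whole cause. The top gene took 1.77% to 2.09% of the counts of a U251T library, so that a few genes did not take most of the counts. GC content, a mixed culture and a mislabeled one were not tested, and what the letters P and T stand for is not stated in the paper's text.

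Carmofur changed 1231 of 7204 genes in U251T at an edgeR adjusted p-value under 0.05, of which 640 were higher and 591 lower, and an unadjusted p-value under 0.05 was reached by 2153 genes against 360 by chance. The groups did not overlap in 2368 genes (32.9%), and chance gives 10%. Among the 10 splits of the 6 libraries, 1, the real one, gave as many genes and the others gave 0. The gene with the smallest p-value was HMMR, at 387 ± 33.7 CPM with vehicle and 57.4 ± 8.95 with carmofur (SD, n = 3 each), a log2 fold change of -2.71 (standard error 0.168, edgeR adjusted p-value 2.69e-08). ASPM (-2.31) and TOP2A (-1.93) were also lower. RETREG1 (2.01) and FAT1 (1.52) were among the genes with the smallest p-values that were higher.

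Lower depth in U251T is argued against as the cause of the larger number, since it would have to add genes. U251P libraries thinned to the U251T totals gave 1 gene among 8329, where the whole ones gave 0 (402 at an unadjusted p-value under 0.05), and thinning U251T further lowered its number from 1231 to 802. Unequal depth between the groups is argued against, since 754 of these 802 genes, found with each U251T library thinned to 383633 counts, were among the 1231. The mitochondrial protein genes allow at most 0.277% to 2.49% of the U251T counts to be reads carried over from U251P-like libraries. Such reads are argued against, since 1259 genes were found without the genes that they could make up. Of these 1259 genes, 1223 were among the 1231. The list of proliferation genes was lower with carmofur in 19 of the 19 genes tested, with a median log2 fold change of -1.95 and a camera adjusted p-value of 1.08e-21 in limma, and 18 of them had an edgeR adjusted p-value under 0.05. The adjusted p-value was 0.000295 with fry and 0.0357 with the correlation estimated, and it lay between 1.29e-34 and 0.0357 over the alternatives. A candidate explanation is lower proliferation with carmofur in the cells that gave these reads, as a hypothesis found and tested on the same libraries. Whether those cells were human stays open.

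The effect of carmofur differed between the lines in 560 of 13070 genes by the interaction term of edgeR, with 235 genes changed more upward and 325 more downward in U251T. Of 100 splits of the 12 libraries that were drawn, 3 gave as many genes, the real one included, and the largest other number was 660. Each of the 3 kept the U251T groups as they were. All drawn splits that kept these groups gave between 507 and 660 genes, however U251P was split, and the remaining splits gave at most 5. The number therefore rests mainly on U251T. Without U251T carmofur replicate 1 the number was 367. The part of depth in this number was not tested. If U251T reads came largely from rodent cells, which stays open, the term compares cells of different kinds. A difference between the lines as cultures is a biological explanation that was not tested apart from this.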

How the results depend on the processing

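Only the alternative of genes with a symbol was added after the values were seen. The causes of the changes below were not tested, except where fewer genes or fewer criteria are named.

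The count of U251P genes changed by carmofur was 0 by edgeR and stayed 0 with DESeq2, upper-quartile normalization, at least 10 counts in every library, an adjusted p-value under 0.1 and all 12 libraries in a single fit, while 402 genes had an unadjusted p-value under 0.05. It was 19 without the filter on low counts, 3 higher and 16 lower, while DESeq2 gave 0 on the same 24349 genes. Across the 6 edgeR fits that each left out a replicate it ranged from 0 to 1, and the 1 gene was DHRS3, without carmofur replicate 3. By DESeq2 it was 11 without carmofur replicate 3, 1 without vehicle replicate 1 and 0 in the other such fits. In U251T the number ranged from 837 to 1195 across such fits against 1231, and the other alternatives gave between 873 and 1693 genes, apart from the block.

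The number of genes changed over both lines was 77. It was 171 with DESeq2, 408 without the filter, 158 at an adjusted p-value under 0.1 and 1, PRICKLE2, with at least 10 counts in every library, where 4048 genes in place of 13070 were tested. Leaving out each library gave 19 to 157 genes, with 19 without U251T carmofur replicate 1 and 157 without U251P vehicle replicate 3. DESeq2 also moved the balance, to 85 higher and 86 lower from 49 higher and 28 lower. Genes whose carmofur effect differed between lines ranged from 367 to 721 when each library was left out and from 589 to 792 under the other alternatives, against 560. Genes that differed between lines in vehicle numbered 3737 with at least 10 counts in every library, where 4823 genes in place of 12047 were tested, and between 10270 and 13866 otherwise.

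The selection by the paper's criteria, 408 genes in U251P, was 0 with shrunken fold changes, 1153 with both lines in a single DESeq2 fit with a line term and 1247 without the log2 fold change criterion, which removes a criterion. It ranged from 253 to 570 across the 6 fits that each left out a replicate. In U251T it was 2173, and 3330 with all 12 libraries in a single DESeq2 fit. The set for clear cell renal cell carcinoma had an enrichment score of -0.55 when ranked by the Wald statistic and -0.68 over all genes with a base mean over 5, against 0.38. The other 4 sets kept their negative sign under both, and the chemokine set had a score of 0.34 without vehicle replicate 1. Among the genes that met the criteria in U251T, no set of Table 2 could be scored, as 0 or 1 of its genes were there. Over all U251T genes with a base mean over 5, 2 genes each gave scores of 0.43 for MAPK signaling, 0.61 for focal adhesion-PI3K-Akt-mTOR signaling and 0.69 for Ras signaling, opposite in sign to U251P, with permutation p-values between 0.466 and 0.885.

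Of the gene lists in U251P, 1 had an adjusted p-value under 0.05 with camera, 0 with fry, 0 with the correlation estimated, and from 1 to 2 with each library left out. In U251T the number was 4, and 1 with the correlation estimated. The log2 fold change of ASAH1 in U251P, 0.093, ranged from -0.0507 to 0.194 with each library left out, and was below 0 without carmofur replicate 1 (-0.0507) and without vehicle replicate 3 (-0.00658). In U251T, ASAH1 did not pass edgeR's filter, so that upper-quartile normalization and the block gave no value. Of the 54 fold changes examined for other single genes, 0 changed direction under any alternative. For these genes and for the lists that changed, 637 values kept their call, 16 lost it and 16 gained it. Some of the lost calls are DESeq2 fits that gave GPR19 and H3-5 no adjusted p-value over both lines.

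The libraries of a line share replicate numbers, and the paper does not say what a number marks. The deviations of same-numbered vehicle and carmofur libraries had correlations of 0.206, -0.0362 and 0.260 in U251P and 0.0822, 0.332 and 0.0751 in U251T across genes, against -0.277 to 0.104 for libraries of different numbers. As not every same-numbered pair was over 0.1, the libraries were treated as sharing only a number. This limit does not exclude an effect shared by same-numbered libraries. With the replicate number as a block, 1 gene, DHRS3, had an adjusted p-value under 0.05 in U251P, 2078 in U251T, 79 over both lines, 792 for the difference between lines and 10270 between lines in vehicle. In U251P 692 genes then had an unadjusted p-value under 0.05, against 402 without the block and 571 by chance. With the block the paper's criteria selected 278 genes in U251P and 2015 in U251T. Depth limits the genes that can be tested, 8329 of 11426 in U251P libraries thinned to the U251T totals, and does not by itself give the 7204 of U251T.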

Differences from the paper's values

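No test in this part was chosen after its result was seen, apart from the alternative of genes with a symbol.

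The paper's average depth is 11.2 M reads, and the deposited counts averaged 5.01 M per U251P library. The paper's value counts reads and the deposited table counts reads assigned to genes, and none of the alternatives set before the data were examined bears on it.

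The paper's number of differentially expressed genes is 364, and 408 genes met the same criteria here, which is within 1.5 times of it. No alternative gave 364. The closest were 368 genes without carmofur replicate 1 and 370 genes with only genes that have a symbol, the latter chosen after seeing the values. With 0 genes for shrunken fold changes, 570 without carmofur replicate 3, 1153 for both lines in a single fit and 1247 without the fold change criterion, 4 alternatives differed from the paper's value by more than 1.5 times.

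The paper's enrichment scores are -0.5072 for MAPK signaling, -0.3613 for focal adhesion-PI3K-Akt-mTOR signaling, -0.3822 for chemokine signaling, -0.3362 for Ras signaling and 0.3862 for clear cell renal cell carcinoma. Figure 6B, which plots the normalized scores, is titled Veh/Carm, while the scores here are for carmofur over vehicle, and the comparison of signs rests on reading the paper's scores in that direction. The scores here were -0.53, -0.39, -0.41, -0.37 and 0.38. The paper's 5 scores each lie within the range of the fits that left out a library. Between 3 and 5 such fits gave a score for each set. The range spans both signs for chemokine signaling (-0.835 to 0.337) and renal carcinoma (-0.593 to 0.4), where lying within it says little. With only genes that have a symbol, chosen after seeing the values, they were -0.51, -0.37, -0.39, -0.34 and 0.39. Ranking by the Wald statistic or over all genes with a base mean over 5 gave a score of the renal carcinoma set of the opposite sign, -0.55 and -0.68. A score was counted as differing where its sign changed or its gap to the paper's was over the SD of the fits that left out a library. Over all genes the scores of MAPK signaling (-0.75), focal adhesion-PI3K-Akt-mTOR signaling (-0.55) and Ras signaling (-0.61) also differed from the paper's, in a ranking that moves scores of selected genes away from 0 by construction, while that of chemokine signaling (-0.64) had a gap within its SD of 0.62. The normalized scores that differed were -1.01 for Ras signaling over all genes, against -0.6739, and -1.32 and -1.2 for the renal carcinoma set by the Wald statistic and over all genes, against 0.8617.

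In Figure 6A the paper presents an altered pattern of transcripts with carmofur. By edgeR 0 genes had an adjusted p-value under 0.05 in U251P, and 402 had an unadjusted p-value under 0.05 against 571 by chance. With the replicate number as a block these numbers were 1 and 692. The log2 fold changes of the labeled genes, read by eye when the values here were already known, were within 0.1 of those by DESeq2 for 14 of 14 genes besides ASAH1, which was about 0.2 in Fig. 6A against 0.09 here.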

Other observations

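The tests of the ranking behind the renal carcinoma score and of cultures that differ in ATF4 targets were chosen only after the results were seen.

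In U251P the treatment gave 0 genes at an edgeR adjusted p-value under 0.05, with 402 at an unadjusted p-value under 0.05. That 10 of the 10 splits of the 6 libraries gave as many follows from the 0. Of the 9 other splits, 7 gave 0 genes and the others 8 and 119, the latter from the split of vehicle 1, carmofur 1 and carmofur 2 against the other libraries. By the paper's criteria 5 of the 10 splits gave 408 genes or more, and the 9 other splits gave 325 to 824. Of the gene lists, 1 changed with the treatment, and 7 of the 10 splits gave as many lists or more.

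The list of ATF4 targets, genes of amino acid synthesis and stress, was lower with carmofur in 20 of 20 genes in U251P, with a median log2 fold change of -0.47 and a limma camera adjusted p-value of 8.37e-14. The adjusted p-value was 0.741 with fry and 0.413 with the correlation estimated, in a range from 4.84e-26 to 0.741 over the alternatives. Adjusted over the list alone, 1 gene, PHGDH, had an adjusted p-value under 0.05, and 0 over all genes, while 8 had an unadjusted p-value under 0.05. The median was -0.28 without vehicle replicate 2 and -0.28 without carmofur replicate 2. Of the 10 splits of the libraries, 2 moved the median as far from 0, the real one included, and the larger was 0.66 for vehicle 1, carmofur 1 and carmofur 2 against the others. DDIT4 had 355, 1590 and 1623 counts with vehicle and 336, 271 and 1328 with carmofur, and SESN2 had 130, 409 and 480 with vehicle and 154, 121 and 347 with carmofur, both named after their values were seen. The edgeR adjusted p-value over all genes was 0.999 for both. Over the alternatives it reached 3.28e-14 for DDIT4, 8.01e-07 for SESN2 and 0.0227 for PHGDH, each without the filter on low counts. The DESeq2 adjusted p-value was 0.998 for each of these genes. With each library left out, the log2 fold change lay between -2.51 and -0.46 for DDIT4 and between -1.81 and -0.49 for SESN2. A candidate explanation is that the cultures differed in ATF4 targets whatever the treatment, in which 2 of 10 splits would move the list as far. An effect of carmofur on these targets stays open.

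The other lists did not reach an adjusted p-value under 0.05 in U251P with camera. The sterol biosynthesis list had a median log2 fold change of -0.13 (adjusted p-value 0.0828, and 0.0151 without carmofur replicate 1, in a range from 0.0151 to 0.703 over the alternatives). The medians were -0.03 for p53 targets, -0.02 for pyrimidine metabolism, 0.01 for sphingolipid metabolism and -0.01 for proliferation, with adjusted p-values between 0.966 and 0.992.

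In U251T, the lists of p53 targets (11 of 11 genes higher, median log2 fold change 1.46, camera adjusted p-value 5.53e-10) and ATF4 targets (6 of 8 higher, median 1.27, and 0.76 without carmofur replicate 3, adjusted p-value 0.00145) were higher with carmofur. The pyrimidine metabolism list was lower (6 of 8, median -0.74, adjusted p-value 0.00345). These 3 calls hold under fry, with adjusted p-values of 0.00250, 0.00250 and 0.00292, and not with the correlation estimated, where each was 0.0742. Of the 10 splits, 3 gave as many lists as the treatment, and the 9 other splits gave 1 to 4. The remaining lists had medians of 0.24 for MAPK pathway output, 0.22 for FOXO targets, -0.22 for sterol biosynthesis, 0.09 for sphingolipid metabolism, -0.04 for the mTOR genes of Figure 7 and 0.21 for focal adhesion, with adjusted p-values between 0.0987 and 0.686. Of the 10 FOXO targets tested, 6 had an edgeR adjusted p-value under 0.05 over all genes. The FOXO list was higher with a camera adjusted p-value of 0.0338 without carmofur replicate 2 (0.0338 to 0.435 over the alternatives), and the focal adhesion list with 0.0272 without vehicle replicate 2 and 0.024 without carmofur replicate 1 (0.024 to 0.499). Carmofur is a prodrug of a fluoropyrimidine, and no test here separates such an effect from inhibition of acid ceramidase.

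By the paper's criteria 2173 genes were selected in U251T, and 1 of the 10 splits gave as many, the real one, with 277 to 1036 in the others. ASAH1 had 11, 20 and 6 counts with vehicle and 12, 9 and 3 with carmofur, a DESeq2 log2 fold change of 0.18 (standard error 0.698), without an adjusted p-value. It was 0.10 without vehicle replicate 2 and 0.34 without carmofur replicate 2. PTGS2, which Figure 6A places among the lowered genes, had 86, 105 and 42 counts with vehicle and 179, 143 and 84 with carmofur in U251T, a log2 fold change of 1.65 (standard error 0.236, edgeR adjusted p-value 8.39e-05). Its difference between the lines had an adjusted p-value of 0.00027 by the interaction term of edgeR. No biological explanation of it was tested.

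Over both lines, 77 of 13070 genes changed with carmofur, 49 higher and 28 lower. Of 100 splits of the 12 libraries that were drawn, 3 gave as many genes, the real one included, each of which kept the U251T groups as they were, so that the number rests mainly on U251T. The largest other number was 103. The groups did not overlap within either line in 100 genes (0.765%). Genes with small p-values among these included PLIN2 (log2 fold change 1.22, edgeR adjusted p-value 0.00129) and PRICKLE2 (0.90), which were higher, and GPR19 (-1.59), H3-5 (-1.56) and LMNB1 (-1.02), which were lower. The adjusted p-value was 0.0221 for GPR19 (0.0013 to 0.153 over the alternatives), 0.0469 for H3-5 (0.000377 to 0.386) and 0.0568 for LMNB1 (1.92e-09 to 0.267). GPR19 lost its call without U251T vehicle replicate 2, carmofur replicate 1 or carmofur replicate 3, and H3-5 without U251T vehicle replicate 2 or any U251T carmofur replicate. LMNB1 gained a call when any single U251P library was left out. Within the lines the log2 fold change of LMNB1 was -0.14 in U251P (standard error 0.0957) and -2.08 in U251T (standard error 0.17). The value of LMNB1 over both lines therefore describes neither line. H3-5 is a histone gene with near-identical copies, and its counts are uncertain. In U251P it had 3, 3 and 4 counts with vehicle and 0, 0 and 0 with carmofur. PLIN2 had 0, 1 and 1 counts with vehicle and 2, 2 and 3 with carmofur in U251P. At such low counts the U251P libraries say little about either gene.

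The set for clear cell renal cell carcinoma had a positive score although 3 of its 4 genes, PDGFB, PSAT1 and PHGDH, were lower with carmofur. In the list of 408 genes, which holds no fold change between -0.5 and 0.5, these genes ranked 256, 255 and 247, just past the 227 genes that were higher, and KSR1 ranked 151. The sign follows from these ranks, since the running sum had its largest deviation at rank 256, the last of the 4 members. What sign a list without the limit on fold change would give stays open. Among all genes with a base mean over 5 the score was -0.68, but the 4 genes were selected by fold change and most of the others were not, so that this value decides nothing.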
